A study of Mus musculus with 8 samples. Its data were reported in "Xist exerts gene-specific silencing during XCI maintenance and impacts lineage-specific cell differentiation and proliferation during hematopoiesis" (2022).

How the data were processed

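Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in bone marrow cells of 4.5-month-old female mice. LSK+ cells (lineage-negative, Sca-1-positive, c-Kit-positive, which contain hematopoietic stem cells) and LSK− cells (lineage-negative, Sca-1-negative, c-Kit-positive myeloid progenitors) were sorted from wild-type (WT) mice and from mice with a homozygous Xist deletion in the hematopoietic system (XistΔ/Δ). About 10000 cells went into each reaction. The 4 groups held 2 libraries each, 8 in all, and every library had its own peak list. Each library's group and replicate number were read from its title.

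The authors trimmed the reads, aligned them to the mm10 mouse genome with Bowtie2, removed reads with a mapping quality under 30 and mitochondrial reads, and called peaks in each library separately with MACS2 from paired-end fragments at a q-value of 0.01. No control library, removal of duplicate reads or shift of reads for the Tn5 binding site was stated for these lists. Fragment ends are not shifted when whole fragments are piled up, so positions may be off by a few bases, far less than the widths of the regions compared. The deposited lists gave for each peak its fold enrichment over the local background (a ratio), the −log10 of its p-value, the −log10 of its q-value, a score that is a multiple of the −log10 q-value without its decimals, and the summit's offset from the peak start. These are the authors' values, and they were used only to describe, rank or filter peaks within one list. The read counts per peak that the study's own test of peak intensity rests on were not analysed here, so peak presence and rank within a list take their place.

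Peaks on chromosomes 1 to 19 and X were kept. Genes and transcription start sites (TSS) came from the GENCODE M21 basic annotation of GRCm38, the assembly that mm10 names. On all 21 chromosomes with peaks, the last peak ended inside the reference chromosome's length. A peak was TSS-proximal when its summit lay within 3 kb of a TSS, the definition used in the study. Peaks were ranked within each list by −log10 p, and the rank was expressed as a percentile (100 for the strongest peak of a list). Because lists differed in length, regions were built from the top 29829 peaks of each library, the size of the smallest list. These peaks were merged across libraries into 53238 regions, and a library had a region when one of its top peaks overlapped it by at least 1 bp. A region was gained when both XistΔ/Δ libraries of a cell type and no WT library had it, and lost in the reverse case. The background was the regions held by at least 2 of the 4 libraries of the cell type. Regions with a TSS within 3 kb were assigned to the closest TSS, and the others to the closest gene body.

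The depth of sequencing was read from the lists. MACS2 computes fold and p from the whole-number fragment pileup at the summit and from a local background, so that both can be solved for. In all 8 lists, 100% of peaks were matched to within rounding. The most common background of a list is its genome-wide background pileup, which rises with the number of fragments and was taken as the depth. Fragment length also enters it, so it is a proxy. On 20000 simulated peaks this step, used for the LSK+ and LSK− lists, recovered 100% of the summit pileups. For the test of gained regions, 20 of 20 simulated sets with a true odds ratio of 3 gave a Fisher p under 0.05, with a median estimate of 2.51, and 0 of 20 sets with a ratio of 1 did. The 95% interval held the true ratio of 3 in 85% of those sets. The simulation gave all regions that were not gained the same independent chance of a peak in each library, without an effect of run. Its rate of false positives therefore does not carry over to these libraries, where splits without a genotype contrast also passed 0.05. For the peak gain at X-linked upregulated cDEGs, 20 of 20 simulated sets with a true shift of 0.5 libraries per gene and 1 of 20 without a shift passed 0.05. That shift is larger than any difference found at the cDEGs, and smaller shifts were not simulated.

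One value per library (peak number, X-linked share of peaks, rank of X-linked peaks and TSS-proximal share) was compared between genotypes by a two-sided exact permutation test of the genotype labels within cell type. With 2 libraries per group there are 36 assignments, so the smallest p is 0.0556 over both cell types and 0.333 within one. None of these tests can reach 0.05. The Benjamini-Hochberg adjustment covered the 4 measures. X-linked and autosomal regions were compared by a two-sided Fisher's exact test, which treats regions as units and therefore describes these libraries rather than the genotypes. These p-values were not adjusted. For comparison, the same test was run on the other splits of the 4 libraries. Gene sets were compared with the other X-linked genes by permuting gene membership 100000 times, and the 6 set tests were adjusted together. The gene lists (upregulated genes common to the cell types studied, called cDEGs, upregulated lineage-specific genes, called lsDEGs, and downregulated DEGs) came from the study's RNA-seq libraries, not from these libraries. The annotation held 30 of 30 cDEGs, 96 of 98 and 60 of 60 upregulated lsDEGs, and 101 of 102 and 74 of 76 downregulated DEGs in LSK+ and LSK− cells. The interferon response list (29 of 30 genes matched) and the lists of 8 LSK+ and 8 LSK− marker genes were written from general knowledge.

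Genes named in the text were fixed before the data were examined: Xist, the 11 escape genes that the study lists among its common upregulated genes, Flna, Itm2a, Phf8, Vav1 and Commd10, plus up to 5 regions, on the X chromosome and on autosomes each, with a top peak in all 4 XistΔ/Δ and no WT library or the reverse, ordered by the lowest percentile among the libraries that carried them. The designs and most alternatives were likewise fixed before the data were examined. The alternatives were a −log10 q of at least 5, the top peaks or all deposited peaks, the top 14914 peaks, ranking by fold, a peak that covers at least 50% of the region, 1 kb around the TSS, a limit of 50 kb around the gene body, a fit with the replicate block, and leaving out each library in turn.

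The labels of the deposited lists carry one run code for replicate 1 of every group and another for replicate 2. Same-numbered libraries moved together: across 20845 autosomal regions with a peak in all 8 libraries, the differences in percentile between replicates 1 and 2 correlated across the 6 pairs of groups at 0.367 to 0.652. Replicate 1 also had the longer and deeper list in every group, which can move percentiles together, so these correlations do not by themselves show a shared run. The numbers were taken to pair the libraries by run because of the run codes. Intervals are 95% Wilson intervals for shares and exact conditional intervals for odds ratios, and they cover counting error only. Peaks on the Y chromosome and on no assigned chromosome entered no comparison. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.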

Results

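To examine chromatin accessibility after loss of Xist, the RNA that silences one X chromosome in female cells, ATAC-seq peak lists of WT and XistΔ/Δ LSK+ and LSK− bone marrow cells were compared. On chromosomes 1 to 19 and X, the lists held 63373 and 29829 peaks in LSK+ WT replicates 1 and 2, and 82488 and 63184 peaks in LSK+ XistΔ/Δ. They held 71153 and 37578 peaks in LSK− WT and 91590 and 62533 peaks in LSK− XistΔ/Δ. The background pileup, a measure of depth, was 1.16 and 0.482 fragments in LSK+ WT and 1.82 and 0.962 in LSK+ XistΔ/Δ. In LSK− cells it was 1.47 and 0.992 in WT, and 3.87 and 1.18 in XistΔ/Δ. The XistΔ/Δ library was thus the deeper one in each of the 4 pairs of the same cell type and replicate number.

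The Xist gene (ENSMUSG00000086503.4, chromosome X, 103460366 to 103483254, minus strand, mm10) was examined first. Each of the 4 WT libraries had a peak over exon 1 within 3 kb of the TSS, with a percentile within the list of 80.6 and 51.2 in LSK+ and of 80.2 and 70.2 in LSK− replicates 1 and 2. The peak at percentile 80.6, in LSK+ WT replicate 1, lay on a local background 80.3 times the library's own level and had a fold enrichment of 2.75. No such peak was listed in either LSK+ XistΔ/Δ library or in LSK− XistΔ/Δ replicate 1. LSK− XistΔ/Δ replicate 2 had a short one (103481996 to 103482168) at percentile 26.9, with a −log10 q of 9.78. Elsewhere in the gene, LSK+ and LSK− XistΔ/Δ replicate 1 each had a peak with its summit outside the exons (103469232 and 103469206), and LSK− XistΔ/Δ replicate 2 had one that overlapped exon 7 (summit 103461732). LSK+ WT replicate 1 had 10 peaks in the gene, while the other libraries had at most 3.

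**Figure D1:**
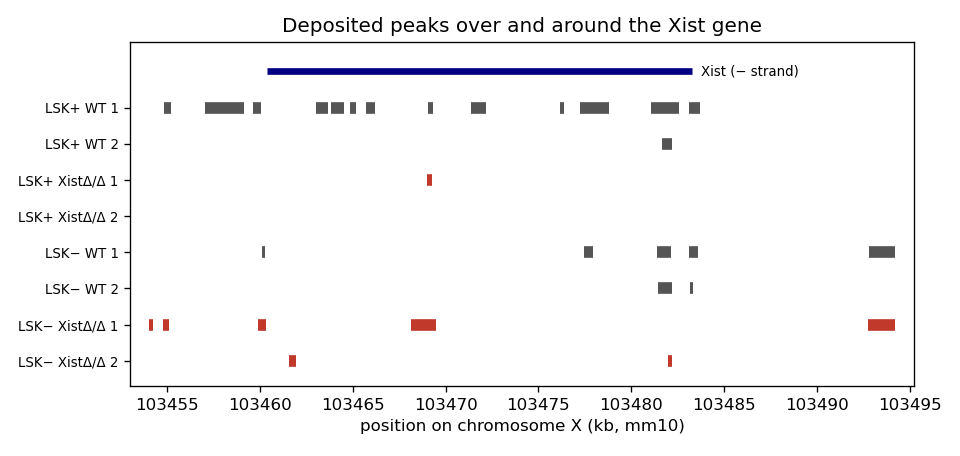
Map of the deposited peaks (bars, gray for WT and red for XistΔ/Δ) over and around Xist (blue line) on chromosome X, with position in kb on the horizontal axis and one row per library. The 4 WT libraries carry peaks near the TSS at the right end of the gene, and LSK+ WT replicate 1 carries peaks along its whole length.

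The number of peaks was then compared between genotypes. LSK+ cells had 46601 ± 23719 peaks in WT and 72836 ± 13650 in XistΔ/Δ (SD, n = 2 each). LSK− cells had 54366 ± 23741 in WT and 77062 ± 20546 in XistΔ/Δ (SD, n = 2 each). The mean difference over both cell types was 24466 peaks, against a pooled SD between replicates of 20825, and the exact permutation test gave p = 0.222 (two-sided, adjusted 0.296). The list was longer in XistΔ/Δ in 4 of 4 pairs, by 19115 and 33355 peaks in replicates 1 and 2 of LSK+ and by 20437 and 24955 in LSK− cells. Thinning every list to the background of the shallowest library, an alternative chosen after the data were seen, moved the value most. It left a difference of 13218 peaks, with the longer list in XistΔ/Δ in 3 of 4 pairs.

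**Figure D2:**
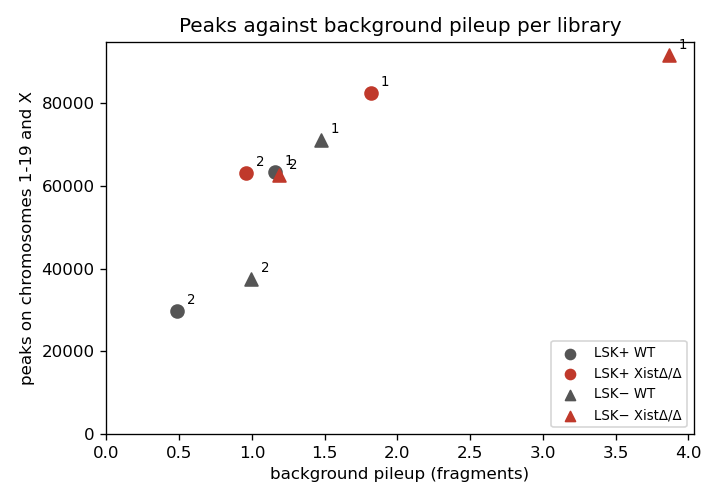
Number of peaks on chromosomes 1 to 19 and X (vertical axis) against the background pileup in fragments (horizontal axis) for the 8 libraries, numbered by replicate (circles LSK+, triangles LSK−, gray WT, red XistΔ/Δ). The 2 shortest lists, 29829 and 37578 peaks, are the replicate 2 WT libraries, and the deepest library has the longest list.

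To ask whether the X chromosome gained peaks relative to autosomes, the X-linked share of each list was computed. It was 2.24% (95% Wilson interval 2.13 to 2.36) and 2.33% (2.16 to 2.51) in LSK+ WT replicates 1 and 2, and 2.63% (2.52 to 2.74) and 2.34% (2.22 to 2.46) in LSK+ XistΔ/Δ. In LSK− cells it was 2.23% (2.12 to 2.34) and 2.21% (2.06 to 2.36) in WT, and 2.59% (2.49 to 2.70) and 2.35% (2.24 to 2.48) in XistΔ/Δ. The mean difference was 0.226 percentage points, larger than the pooled SD between replicates of 0.136. The exact permutation p was 0.0556, the smallest this design allows (two-sided, adjusted 0.222). The difference had the same sign in 4 of 4 pairs, but its size differed between replicate numbers, which differ in run code and in depth. It averaged 0.373 points between the libraries of replicate 1 and 0.0778 between those of replicate 2, where the LSK+ pair differed by 0.00767 points. With a −log10 q of at least 5, the mean difference was 0.217 points and the LSK+ replicate 2 pair changed sign (exact permutation p = 0.111). At an equal number of 29829 top peaks per library, it was 0.227 points.

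**Figure D3:**
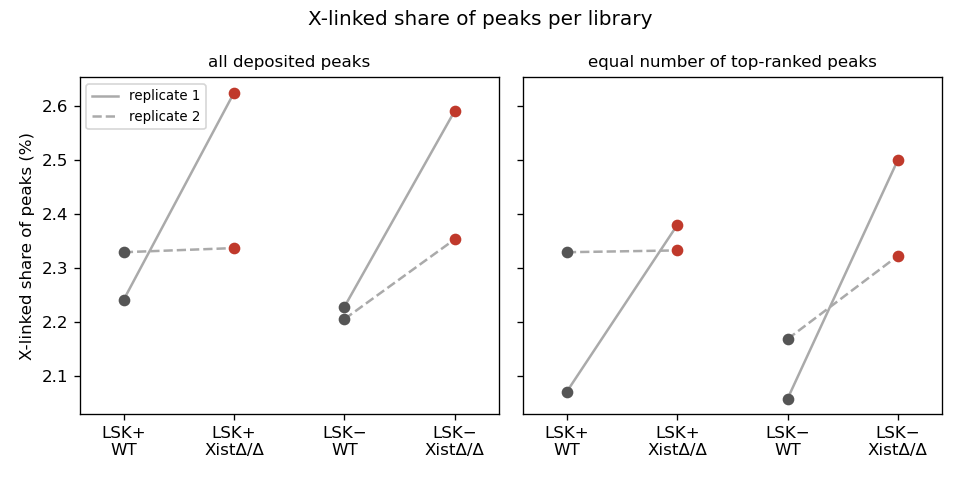
X-linked share of peaks in percent (vertical axis, not starting at 0) per library, for all deposited peaks (left) and an equal number of top-ranked peaks (right). Lines join libraries of one replicate number, and the mean rise is 0.226 percentage points for all peaks and 0.227 for the top peaks.

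The rank of X-linked peaks within their list did not separate the genotypes. An X-linked peak outranked an autosomal one in 48.7% ± 2.78 of pairs in LSK+ WT and 47.9% ± 1.83 in LSK+ XistΔ/Δ (SD, n = 2 each), and in 49.6% ± 2.58 and 49.1% ± 1.04 in LSK− WT and XistΔ/Δ (SD, n = 2 each). The mean difference was -0.633 points (exact permutation p = 0.667, adjusted 0.667). At an equal number of top peaks it had the opposite sign, at 0.590 points. With ranking by fold it was -0.937 points and below 0 in 4 of 4 pairs (exact permutation p = 0.222). The TSS-proximal share was 40.0% ± 11.8 in LSK+ WT and 29.9% ± 3.28 in LSK+ XistΔ/Δ (SD, n = 2 each), and 35.4% ± 9.18 and 28.7% ± 4.88 in LSK− cells (SD, n = 2 each). The mean difference was -8.39 points, near the pooled SD of 8.03, and the exact permutation p was 0.222 (adjusted 0.296). At an equal number of top peaks it was -0.989 points.

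On average, libraries that differed only in genotype shared more of their top peaks than libraries that differed only in replicate number or cell type. The Jaccard index was 64.1% ± 4.04 for genotype, 48.6% ± 3.76 for replicate number and 52.0% ± 5.62 for cell type (SD, n = 4 pairs each). Over all deposited peaks the genotype pairs shared 56.7%.

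Next, the difference between LSK+ and LSK− cells was followed across genotypes. In WT, 3199 regions were present in both LSK+ and in neither LSK− library, and 3946 the other way round. Of these, 42.3% (95% Wilson interval 41.1 to 43.4) were specific to the same cell type in XistΔ/Δ, 43.0% of the LSK+ and 41.7% of the LSK− regions, and 15 of them (0.210%) were specific to the opposite cell type. With one library left out, so that one arm held a single library, the share ranged from 24.4% without LSK+ WT replicate 1 to 59.8% without LSK− XistΔ/Δ replicate 2. It was lower without any of the 4 WT libraries and higher without any of the 4 XistΔ/Δ libraries. Within 50 kb of the 16 marker genes, cell type-specific WT regions were few. At LSK+ markers 7 were LSK+ specific and 2 LSK− specific, and at LSK− markers 4 and 5, respectively (odds ratio 4.38, 95% interval 0.406 to 61.7, Fisher's exact p = 0.335). In XistΔ/Δ, 8 regions at LSK+ markers were LSK+ specific and 2 LSK− specific, and at LSK− markers 2 and 5, respectively. The odds ratio was 10 (95% interval 0.730 to 163, Fisher's exact p = 0.0584). The marker genes thus did not separate the cell types past the threshold in either genotype at this number of regions.

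To compare the X chromosome with autosomes region by region, gained regions were counted. In LSK+ cells, 29 X-linked regions were gained and 679 were not, against 992 and 30147 autosomal ones, an odds ratio of 1.30 (95% interval 0.858 to 1.89, Fisher's exact p = 0.194). In LSK− cells, 34 X-linked regions were gained and 693 were not, against 461 and 31019 autosomal ones, an odds ratio of 3.30 (2.24 to 4.72, Fisher's exact p = 1.2e-08). Lost regions were not enriched on the X chromosome, with odds ratios of 0.823 (0.434 to 1.43, Fisher's exact p = 0.604) in LSK+ and 0.626 (0.268 to 1.25, Fisher's exact p = 0.247) in LSK− cells. When the 4 libraries were split so that each arm held 1 WT and 1 XistΔ/Δ library of different replicate numbers, the odds ratios were 0.409 and 0.908 in LSK+ and 0.471 and 0.801 in LSK− cells. Splits by replicate number gave 0.675 and 1.05 in LSK+ and 1.12 and 0.729 in LSK− cells. Of these 8 ratios without a genotype contrast, 4 had a Fisher's exact p under 0.05, each with a ratio below 1 (0.409, p = 0.0376, 0.471, p = 0.0431, 0.675, p = 0.0453, and 0.729, p = 0.0455). The LSK+ result changed with the setting: 4 of 4 alternatives that kept all libraries gave a Fisher's exact p under 0.05, the largest with ranking by fold (odds ratio 1.85, p = 0.00011). Without LSK+ WT replicate 1 the LSK+ odds ratio was 0.863, below 1. The LSK− odds ratio was 1.56 over all deposited peaks. With one library left out, which leaves 1 library in an arm and a looser definition of gained, it was 1.59 without WT replicate 1, 2.40 without WT replicate 2, 1.32 without XistΔ/Δ replicate 1 and 1.99 without XistΔ/Δ replicate 2.

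**Figure D4:**
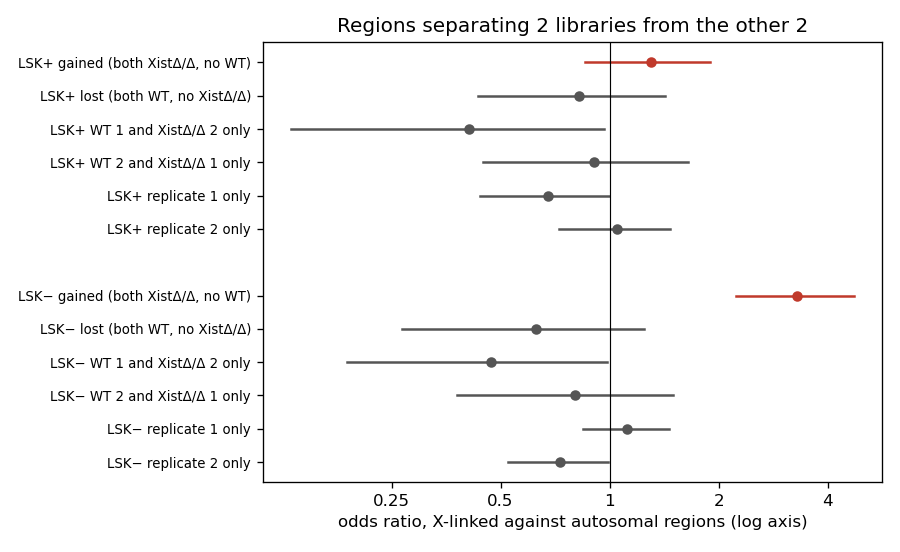
Odds ratio (log axis) with its 95% interval for X-linked against autosomal regions present in 2 libraries and absent from the other 2, for each split of the 4 libraries of a cell type. Red marks regions gained in XistΔ/Δ, with an odds ratio of 3.30 in LSK− and 1.30 in LSK+ cells, and gray marks lost regions and the other splits.

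Over both cell types, 4 X-linked and 29 autosomal regions had a top peak in all 4 XistΔ/Δ and no WT library. Splits of the 8 libraries that mixed the genotypes gave 0 X-linked and 22, 6, 1 and 3 autosomal regions. The X-linked regions of XistΔ/Δ lay near the TSS of Xpnpep2 (chromosome X, 48106209 to 48106677), in introns of Kantr (152322858 to 152323180) and Tlr7 (167318863 to 167319435), and 4409 bp from Tlr13 (106164902 to 106165363). Their lowest percentiles among the 4 libraries were 67.4, 63.5, 59.0 and 55.9. The highest autosomal one lay 7241 bp from 4930444G20Rik (chromosome 10, 22058439 to 22059066), with a lowest percentile of 81.8. It was followed by intergenic regions closest to Mta3 (chromosome 17, 83695888 to 83696063), Atf7ip (chromosome 6, 136497845 to 136498336), F930015N05Rik (chromosome 11, 64328912 to 64329620) and Gm5893 (chromosome 7, 24850886 to 24851140), which lay from 7831 to 105536 bp from these genes. In the reverse direction, 2 X-linked and 5 autosomal regions had a top peak in all 4 WT libraries alone. The X-linked ones were exon 1 of Xist (103481057 to 103482554, with the raised local background in LSK+ WT replicate 1) and the TSS region of Alg13 (144317576 to 144318709). The autosomal ones were closest to Gm26809, Map3k7 (304967 bp away), Hivep1, Fam110c and Mindy1, with lowest percentiles from 14.7 to 32.0.

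To relate peaks to expression, gene sets from the study's RNA-seq were compared with the other X-linked genes. The gain per gene, the number of XistΔ/Δ minus WT libraries with a peak averaged over its regions, was 0.203 at 29 upregulated cDEGs and 0.0489 at 419 other genes in LSK+ cells. The difference of 0.155 (SE 0.0672) was not past the threshold (permutation p = 0.160, adjusted 0.480). In LSK− cells the gain was 0.191 at 30 cDEGs and 0.103 at 403 other genes, a difference of 0.0879 (SE 0.0610, permutation p = 0.347, adjusted 0.553). Upregulated lsDEGs differed by 0.0626 in LSK+ and -0.0291 in LSK− cells, and downregulated DEGs by -0.106 and -0.0152, with adjusted permutation p from 0.480 to 0.825. The cDEG difference varied with the setting. It was smallest over all deposited peaks in LSK+ (0.0329, permutation p = 0.750) and with the top 14914 peaks in LSK− cells (0.00543, permutation p = 0.958). It passed 0.05 unadjusted with ranking by fold in LSK+ (0.236, permutation p = 0.0385) and with peaks covering at least 50% of the region in LSK− cells (0.278, permutation p = 0.0137).

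The accessibility of promoters before deletion was compared by the percentile of the strongest TSS-proximal peak in the 2 WT libraries. Genes with a TSS-proximal peak in any library of the cell type entered, and a WT library without one was scored below all listed peaks. The study called DEGs among actively transcribed genes only and compared them with active unchanged genes, whereas the other genes here were not filtered by expression. The comparison therefore cannot separate this selection from a feature of genes that respond to Xist loss. In LSK+ WT cells the median was 84.9 for 30 cDEGs and 58.5 for 548 other X-linked genes, a difference of 26.4 points (permutation p = 0.0209, adjusted over both cell types 0.0419). In LSK− WT cells it was 89.5 for 30 cDEGs and 67.6 for 536 others, a difference of 21.9 points that did not pass the threshold (permutation p = 0.0819). With the top peaks of each list, the LSK− difference was 19.5 points and passed it (permutation p = 0.0150).

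Promoter percentiles of the named genes were read in the top peaks of each list, where all lists have one length. Of the 11 escape genes, 5 ranked higher in XistΔ/Δ in 4 of 4 pairs: Ddx3x, 1810030O07Rik, Utp14a, Pbdc1 and 5430427O19Rik. Utp14a was at the 67.2 ± 13.5 percentile in LSK+ WT and 85.8 ± 3.61 in LSK+ XistΔ/Δ, and at 81.4 ± 7.38 and 89.7 ± 0.891 in LSK− cells (SD, n = 2 each, exact permutation p = 0.0556). For 5430427O19Rik the percentiles were 16.7 ± 12.5 and 58.4 ± 13.9 in LSK+, and 14.5 ± 2.45 and 42.1 ± 19.8 in LSK− cells (SD, n = 2 each, exact permutation p = 0.0556). Ddx3x, whose promoter ranked at 87.7 ± 6.01 in LSK+ WT and 92.0 ± 3.72 in LSK+ XistΔ/Δ, differed by 5.47 points on average (SD, n = 2 each, exact permutation p = 0.222). Eif2s3x, Kdm5c and Ftx were higher in 3 of 4 pairs, Tmem164 and Tmem29 in 2, and Kdm6a in 1. Among the example genes, Flna was higher in 2 of 4 pairs, Phf8 in 1 and Itm2a in 0, and Itm2a had no top promoter peak in LSK− libraries. Adjusted over the list alone (17 named genes), the lowest p was 0.189. Vav1, whose promoter drives the Cre transgene, ranked higher in 4 of 4 pairs (mean difference 29.1 points, exact permutation p = 0.0556). Commd10, the gene at the transgene's insertion site, ranked higher in 1 of 4. Over all deposited peaks, where the XistΔ/Δ lists are longer, 8 of the 11 escape genes ranked higher in 4 of 4 pairs. So did Phf8 and Itm2a, and Flna ranked higher in 3 of 4.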

Values the study reported

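The study reported that ATAC peak intensity rose more at upregulated X-linked cDEGs than at active unchanged X-linked genes, with P < 0.001, both near the TSS and more than 3 kb away from it. It described the increase in peak number after Xist deletion as slight, on the X chromosome as well as on autosomes.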

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

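The tests of the Xist segment, of the Y-linked peaks, of the splits by replicate number, of gained regions far from Xist and of the difference between cell types were chosen after the results were seen.

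Regions gained in XistΔ/Δ were concentrated on the X chromosome more strongly in LSK− than in LSK+ cells. Among regions gained in one cell type only, 30 X-linked and 432 autosomal ones were gained in LSK−, against 25 and 963 in LSK+ cells, a ratio of odds of 2.68 (Fisher's exact p = 0.00054 for the difference itself, with regions as units). This difference was specific to the setting. The ratio was 1.85 when a peak had to cover at least 50% of the region (Fisher's exact p = 0.0212), 2.33 with the top 14914 peaks (p = 0.0985), 1.21 with ranking by fold (p = 0.443) and 1.08 over all deposited peaks (p = 0.490). That the cell types truly differ is therefore not established, although the odds ratio itself was above 1 in both under every setting that kept all libraries.

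For the LSK− gain itself, 2 technical explanations predicted values that were not found at the main setting, and a further one, depth, was not decided. Variation between libraries regardless of genotype would give crossed splits as high as the genotype split, but the higher of them reached 0.801. X-linked peaks lying nearer the threshold would enrich lost regions too, but their odds ratio was 0.626. Greater depth could show in the split by replicate number, whose arms differ in depth, and its higher odds ratio was 1.12. That split also separates the run codes. Its arms held 2420 and 2556 autosomal regions, against 461 gained ones, so an effect of depth would be diluted and is not excluded. The interval of each of these 3 odds ratios ended below that of the gained regions (2.24 to 4.72). On simulated data, however, such intervals held a true ratio of 3 in only 85% of sets. A strain haplotype carried along with the modified Xist allele would gather the gained regions near Xist, but 5 of 34 gained and 131 of 693 other X-linked regions lay within 10 Mb of it (Fisher's exact p = 0.657). Farther than 10 Mb from Xist, 29 X-linked regions were gained and 562 were not, an odds ratio of 3.47 against autosomal regions (95% interval 2.28 to 5.11). This argues against a haplotype within 10 Mb as the whole source, while a longer one, or one elsewhere on the chromosome, stays open. For LSK+ cells the same tests gave 0.908, 0.823 and 1.05 with intervals that overlapped that of the gained regions, 4 of 29 gained regions lay near Xist (Fisher's exact p = 0.630), and the odds ratio farther away was 1.38 (0.883 to 2.08), so none of the 4 explanations could be told apart from an effect of genotype. An increase in accessibility on the X chromosome after Xist loss thus remains a hypothesis for LSK− cells. Its size is uncertain. The odds ratio was 1.32 without XistΔ/Δ replicate 1, 1.59 without WT replicate 1, 1.99 without XistΔ/Δ replicate 2 and 2.40 without WT replicate 2, each with a looser definition of gained. Because leaving out a library also loosens the definition, these fits cannot tell whether one library carries the enrichment.

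The local background over Xist was high in LSK+ WT replicate 1 alone, a signal outside the peak comparisons. Over 28.9 kb of chromosome X (103454845 to 103483710), its 13 peaks had a local background 42.4 to 112 times the library's own level. In the other 3 WT libraries the highest ratio in the segment was 6.72, which argues against accessible chromatin of an active Xist gene as the source. The 3 peaks outside the gene had a ratio of at least 42.4, which argues against Xist RNA or cDNA. Within 1 Mb on either side, the highest ratio among 41 X-linked peaks of this library was 5.69, and the nearest of them lay 6.75 kb from the segment. The raised background therefore did not reach these peaks, but how sharply it ends was not resolved. A cloned genomic fragment of the locus in this library is a candidate explanation that these values leave open. Other sources of extra genomic copies were not tested. The peak of this library at exon 1 of Xist is one of the 13, so its percentile of 80.6 may not reflect accessible chromatin. Removing the segment's peaks left the difference in X-linked share at 0.232 percentage points.

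Peaks on the Y chromosome, which the comparisons do not use, were listed in every library of these female mice: 11 in the 4 XistΔ/Δ and 5 in the 4 WT libraries. All 16 lay between 90739721 and 90812981. None (0%) lay at the 6 Y-linked genes Ddx3y, Eif2s3y, Kdm5d, Uty, Usp9y and Zfy1, which argues against Y-bearing cells as the source. Sequence shared with the X chromosome could be a source. Of the 50-base words of these peaks, 3.15% were found on the reference X chromosome. The last 1 Mb of that chromosome is 89.1% unassembled, so shared sequence cannot be told apart from other sources. The deeper XistΔ/Δ libraries would also list more such peaks, which was not tested, and no biological explanation was tested.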

How the results depend on the processing

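The thinning to one depth, the removal of the Xist segment and the test between cell types were chosen after the data were seen. Of 58 alternatives other than leaving out a library, 38 kept the direction and the side of the threshold or stayed within the spread, 3 were weaker, 7 stronger, 2 reversed and 8 moved beyond the spread. The genotype comparisons of one value per library cannot pass 0.05, so keeping their side of it says nothing about their stability.

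With the replicate block, signs of the paired differences were flipped within pairs of the same cell type and replicate number. The mean differences are the same by construction, 24466 peaks, 0.226 points of X-linked share, -0.633 points of rank and -8.39 points of TSS-proximal share. The exact p was 0.125, the smallest that 4 pairs allow, except 0.375 for the rank. The block changed no call.

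The rank of X-linked peaks reversed at an equal number of top peaks, at 0.590 points, within the spread between libraries. The WT odds ratio at marker genes had no direction (1, from 3, 1, 3 and 1 regions) with the top 14914 peaks. It was 2.67 over all deposited peaks, 2.50 by fold and 10.5 with 50% cover, each with an interval that held 1. The enrichment of gained regions on the X chromosome in LSK+ cells passed the threshold with all deposited peaks (1.43), the top 14914 peaks (1.81), ranking by fold (1.85) and peaks covering at least 50% of the region (1.60). A Fisher's exact p under 0.05 also arose in 4 of 8 ratios from splits without a genotype contrast, each below 1, so passing it does not by itself mark an effect of genotype. The peak gain at cDEGs passed it by fold in LSK+ (0.236) and with 50% cover in LSK− cells (0.278), and the LSK− promoter rank with the top peaks (19.5 points). The overlap of libraries differing in genotype moved to 56.7% over all deposited peaks, and was 80.4% when counted as the share of peaks overlapped by at least 50% of their length, which is another measure. The kept share of cell type regions moved to 44.5% over all deposited peaks, 40.6% by fold and 35.3% with 50% cover. The causes were not tested.

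Leaving out one library at a time gave differences in peak number from 16072 to 32859, in X-linked share from 0.153 to 0.298 points, in rank from -1.61 to 0.348 points and in TSS-proximal share from -12.6 to -4.22 points, each over 8 fits. The rank difference was above 0 without LSK+ WT replicate 2, LSK+ XistΔ/Δ replicate 1 or LSK− WT replicate 2. The odds ratio of gained regions ranged from 0.863 to 1.82 in LSK+ and from 1.32 to 2.40 in LSK− cells over 4 fits each (0.863 without LSK+ WT replicate 1), where a single library in one arm also admits more regions. The gain at cDEGs ranged from 0.0561 to 0.149 in LSK+ and from 0.0109 to 0.119 in LSK− cells. Promoter rank differences ranged from 24.0 to 28.3 and from 18.6 to 21.3 points over 2 fits each, the kept share of cell type regions from 24.4% to 59.8%, and the marker odds ratio from 2.89 to 6.80.

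Depth limits the regions that can be called. LSK+ WT replicate 2, with a background of 0.482 fragments and 29829 peaks, sets the number of top peaks for every library, so weaker regions of the deeper libraries were left out of the region comparisons.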

Other observations

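The tests of promoter ranks in the 4 pairs and of the Vav1 region, the comparison splits of the shift toward LSK− cells and the thinning to one depth were chosen after the data were seen.

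At an equal number of top peaks, the promoters of 12 of 27 upregulated cDEGs (44.4%) ranked higher in XistΔ/Δ than in WT in 4 of 4 pairs, and 0 ranked lower in all 4. Chance gives 6.25%. The other X-linked genes stood at 6.16% (17 of 276) and autosomal genes at 6.59% (727 of 11037). The share of cDEGs exceeded that of other X-linked genes (odds ratio 12.2, Fisher's exact p = 3.9e-07, with genes as units), and no other pattern of signs over the 4 pairs held more than 4 cDEGs. Over all deposited peaks the same shares were 65.5%, 60.2% and 44.7%. Longer XistΔ/Δ lists tend to push promoters up in that comparison, and they could explain it, but not the 44.4% at equal length. Greater accessibility at these promoters after Xist loss is a hypothesis that this ranking suggests. The libraries were not those from which the study chose the genes, but the mice may be of the same strains, and a shift in cell composition was not excluded.

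An intronic region of Vav1 (chromosome 17, 57289979 to 57291248) ranked higher in XistΔ/Δ in 4 of 4 pairs, from percentiles of 98.6 and 90.7 (LSK+ WT) and 96.8 and 88.7 (LSK− WT) to at least 99.4. Its mean rise in rank, 5.96 on the log2 scale, exceeded that of 99.9952% of the 20845 autosomal regions with a peak in all 8 libraries. Extra copies of Vav1 regulatory sequence in the Cre transgene are a candidate explanation, and transgene copies would count as Vav1 reads. The test does not separate copy number from a true change at Vav1.

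The longer XistΔ/Δ lists could come from deeper libraries. Thinning to one depth left 54.0% of the difference in peak number, and the LSK− replicate 1 difference was then -2700 peaks. Depth therefore cannot be told apart from genotype for the rest, because depth followed genotype in all 4 pairs. For the X-linked share, 101% of the difference was left at an equal number of peaks, with the same sign in 4 of 4 pairs. Thinning to one depth left 84.4% (0.190 percentage points), with the same sign in 3 of 4 pairs and a LSK+ replicate 2 difference of -0.00814 points. Depth cannot be told apart from genotype here either.

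Gained LSK+ regions resembled LSK− cells. Of 1021 gained regions 35.1% carried a top peak in both LSK− WT libraries, against 10.2% of 705 lost regions (odds ratio 4.75, 95% interval 3.58 to 6.34). The arms of the other splits have no order, so only the size of the departure from 1 can be compared. It was 1.84 (1.29 to 2.63) for the crossed and 1.91 (1.55 to 2.35) for the replicate-number split. In LSK− cells, the regions lost in XistΔ/Δ carried LSK+ WT peaks more often than gained ones did (43.0% against 15.6%, a departure of 4.10, 95% interval 3.02 to 5.58). The crossed split departed by 2.82 (2.04 to 3.94), an interval that overlaps this one, and the replicate-number split by 2.26 (1.95 to 2.61). A shift of the sorted LSK+ cells toward LSK− cells may underlie part of the gain. By flow cytometry, the study reported more cells of some restricted progenitor populations within LSK+ in younger XistΔ/Δ mice. The make-up of the sorted LSK+ cells may therefore differ between genotypes, but its effect on these regions was not tested. A change of accessibility within one cell type stays open.

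No gain was seen at interferon response genes. The mean gain differed from other autosomal genes by 0.0274 in LSK+ (22 genes, permutation p = 0.791) and by -0.0432 in LSK− cells (21 genes, p = 0.627), so the lists neither show nor exclude a change.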
